# Transcriptomic Signatures in Seeds of Apple (*Malus domestica* L. Borkh) during Fruitlet Abscission

**DOI:** 10.1371/journal.pone.0120503

**Published:** 2015-03-17

**Authors:** Sergio Ferrero, Lorenzo Carretero-Paulet, Marta Adelina Mendes, Alessandro Botton, Giulia Eccher, Simona Masiero, Lucia Colombo

## Abstract

Abscission is the regulated process of detachment of an organ from a plant. In apple the abscission of fruits occurs during their early development to control the fruit load depending on the nutritional state of the plant. In order to control production and obtain fruits with optimal market qualities, the horticultural procedure of thinning is performed to further reduce the number of fruitlets. In this study we have conducted a transcriptomic profiling of seeds from two different types of fruitlets, according to size and position in the fruit cluster. Transcriptomic profiles of central and lateral fruit seeds were obtained by RNAseq. Comparative analysis was performed by the functional categorization of differentially expressed genes by means of Gene Ontology (GO) annotation of the apple genome. Our results revealed the overexpression of genes involved in responses to stress, hormone biosynthesis and also the response and/or transport of auxin and ethylene. A smaller set of genes, mainly related to ion transport and homeostasis, were found to be down-regulated. The transcriptome characterization described in this manuscript contributes to unravelling the molecular mechanisms and pathways involved in the physiological abscission of apple fruits and suggests a role for seeds in this process.

## Introduction

Apple (*Malus* x *domestica* L. Borkh) is one of the most cultivated fruit crops around the world and is becoming a model species since the recent elucidation of its genome sequence [1]. Similarly to many other fruit crops, apple trees develop an abundance of flowers that results in an excessive fruit load with a subsequent reduction in fruit quality. Many fruit tree species have developed a system of regulation of the fruit load whereby part of it is shed during early fruit development. While in some cases abscission of fruits is sufficient for regulating the fruit load, as in some species of *Citrus* [2], in apple trees physiological shedding reduces the number of fruits insufficiently [3–5].

In apples, the corymb is formed by 5–6 flowers [5]. The central flower usually blooms 1–3 days before the lateral flowers. Central fruits are thus bigger and more developed than the lateral ones. Among the lateral fruits a hierarchy also exists, and as a result different fruit dimensions can be found depending on the time of the flower blooming event (L3 > L2 > L1) (Fig. 1). Within the cluster, the positions and sizes of the fruits confer them different abscission potentials, by virtue of a phenomenon called correlative dominance [6] (Fig. 1b). Correlative dominance, also called correlative driven abscission (CDA), is a process controlled by the synthesis of auxin which is produced mainly in the seeds and is transported along the pedicel (polar auxin transport; PAT). The positions of the fruits inside the cluster determine the flux of auxin due to differences in the time of fertilization (fruit set) and the number of seeds in each fruit and this influences their abscission potentials [7–12]. In general, smaller lateral fruits have the highest probability of being shed [3]. The mechanism controlling CDA has to be distinguished from the senescence and abscission of ripe fruits [6]. A horticultural practise that further reduces fruit load is known as thinning. The insufficient nature of physiological shedding of apple fruitlets can be improved by applying mechanical procedures or chemicals such as benzyladenine (BA), a synthetic cytokinin, that exerts its shedding action by promoting shoot growth which leads to competition for the nutrients of the tree. This nutrient competition ultimately influences the dominance between fruit clusters and between fruits of the same cluster [6,13–19]. Nutrient shortage produced by BA is supposedly first detected by the fruitlet cortex. Just two days after treatment with BA, transcriptomic and metabolic changes can be detected in the cortex of abscising fruits (AFs) compared to non-abscising ones (NAFs). Some of these metabolic changes include the accumulation of sucrose and the production of reactive oxygen species (ROS). Consistently with the abscission potential, genes putatively involved in the production of ROS, abscisic acid (ABA) and ethylene signaling and in cross-talk between these hormones, as well as genes characteristic of senescence, show increased expression in the cortex of AFs [3].

**Fig 1:**
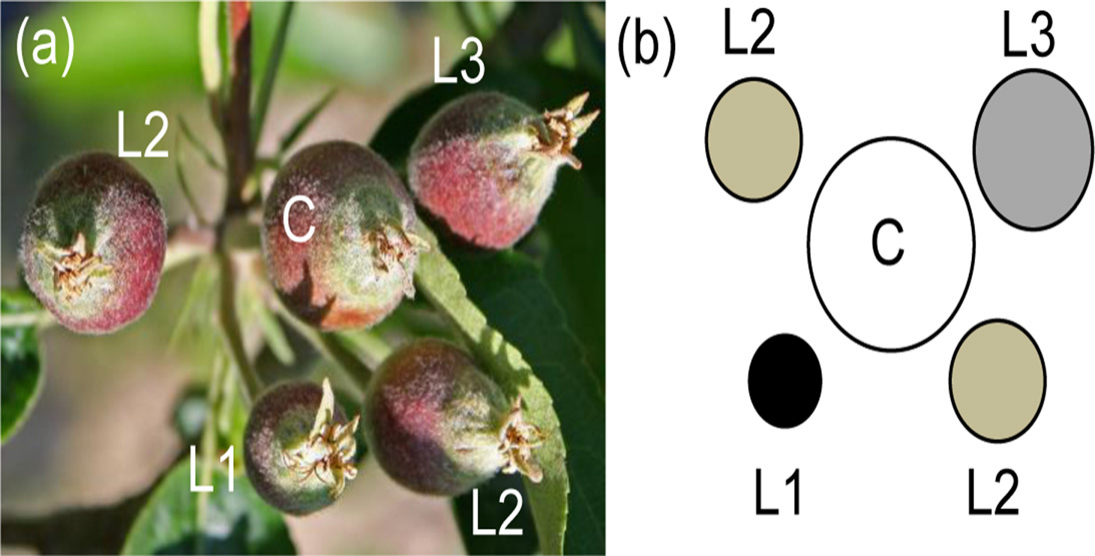
Apple cluster and abscission potential. (a) central fruit (C) is clearly bigger than lateral fruits (L), and (b) schematic representation of the abscission potential of apple fruitlets inside a cluster. Lateral fruits are classified by size (L3 > L2 > L1). Darker colors represent higher abscission potentials. (adapted from Botton *et al*., 2011).

The molecular mechanisms that control and lead to early physiological fruitlet abscission are completely unknown although it has been reported that this process is under hormonal control. Whilst auxin and ethylene seem to play major roles [6,20–21], ABA, gibberellins (GA), cytokinins and jasmonates have also been reported to be involved [21–23].

As mentioned above, the signal for abscission is believed to first be detected by the cortex and subsequently transmitted to the seeds, leading to embryo abortion. Previous studies have shown that changes in the AF seed transcriptome appear later (around 4 days after BA treatment) than in the cortex. Consistent with embryo abortion and developmental arrest, genes specific for embryo and/or seed development are down-regulated in AFs compared to NAFs, and the latter are also more active metabolically [3]. It has been suggested that ethylene, by diffusion from the cortex, could be transporting the abscission signal to the seeds. Finally, there are also indications of greater ROS production in AFs that, together with the ethylene signalling coming from the cortex and the nutritional stress coming from the tree, would lead to metabolic deceleration thus diminishing or arresting auxin biosynthesis. The decrease in the flux of auxin will increase the sensitivity of the pre-formed abscission zone (AZ) to ethylene, activating the processes that will lead to the detachment of the fruitlet [3,6,24].

In this work, we have undertaken a comparative transcriptomic analysis of seeds from central fruits and seeds from lateral fruits sampled 20 days after petal fall (DAPF). At this stage, seeds already show transcriptomic signatures reflecting the abscission potential of the fruits. We provide the first transcriptome analysis of seeds belonging to lateral and central fruits. The comparison of the two transcriptomes sheds light on the role of the seed in fruitlet abscission [3].

## Material and Methods

### Plant material

Samples were collected in 2013 from an orchard of untreated adult apple trees (*Malus x domestica* ‘Golden Delicious/M9’) trained with standard horticultural practices at the experimental fields of the Istituto Agrario San Michele all’Adige (IASMA). Fruitlets were separated into two different populations, regardless of their abscission potential, based on position inside the fruit cluster. Samples of the two populations, central and mid-sized laterals (L2) (Fig. 1), were collected at defined time points (16, 18, 20 and 22 DAPF) among more than 20 trees randomly chosen from two columns inside the orchard. Central fruits are the biggest for each cluster, and L2 lateral fruits that theoretically would have an average abscission potential were selected (fruitlets between 8–9 mm of diameter). Fruits were dissected and seeds collected for both groups of samples, frozen in liquid nitrogen and stored at -80°C for the subsequent molecular applications.

No specific permissions were required for the field experiments, since they were done in collaboration with the owner institution, IASMA. Field studies did not involve endangered or protected species, but only commercial apple trees cv Golden Delicious.

### RNA isolation

RNA extraction was based on the method of [54]. 200 mg of seeds from different fruitlets were weighed per sample and ground in a pestle and mortar and the resulted powder was re-suspended in CTAB buffer plus beta-mercaptoethanol. RNA concentration and integrity was measured in a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). All samples yielded an RNA integrity number (RIN) greater than 8.

### Illumina sequencing

2–4 μg of total RNA from each sample were used to make individual bar-code libraries using Illumina TruSeq RNA kits and sequenced using an Illumina HiSeq 2000 sequencer (single end, 50 bp; Illumina, San Diego, CA, USA). Quality control of the raw sequence data was done using FastQC (Babraham Bioinformatics).

Reads were aligned to whole genome sequences from the Malus x domestica genome v1.0 (www.rosaceae.org) and analyzed using the CLC Genomics Workbench (www.clcbio.com). RPKM (reads per kilobase per million) were considered as expression values and datasets were deposited publicly at GEO database (GSE62415). Three biological replicates of seeds dissected from central and lateral fruits were used. After normalization, Baggerley’s test was used for statistical analysis of samples. Genes with p-value < 0.05 and with a fold change >1.5 or <-1.5 were selected for gene ontology analysis.

### Annotation of the apple genome and statistical analysis of differential distribution of GO terms

All predicted gene models in the fully sequenced apple genome (v1.0) were downloaded from www.rosaceae.org and annotated by assigning their associated generic GO terms and Enzyme codes (EC) using the Blast2GO program [25]. This was based on homology to proteins from other species (as determined by BLAST), and integration of information about the occurrence of INTERPRO functional domains identified by INTERPROSCAN [26] and the KEGG EC biochemical pathways. Annotations were further expanded using ANNEX (Myhre, et al. 2006). The following settings were used: BLAST searches were conducted for each protein (BLASTX, nr database, HSP cut-off length 33, report 20 hits, maximum e-value 1E-10), followed by mapping and annotation (e-value hit filter 1E-10, annotation cut-off 55, GO weight 5, HSP-hit coverage cut-off 20). Note that a gene might have more than one distinct function and therefore might be annotated with more than one GO functional category or EC code. To have a broader overview of annotation of putative function, the resulting generic GO terms were mapped onto the corresponding Plant GO slim terms. We performed significance analyses of differential distributions of GO terms in comparisons between different subsets of genes to the entire complement of genes in the genome by means of Fisher’s exact test.

### qRT-PCR

Primers (S1 Dataset) were designed using Primer-BLAST (www.ncbi.nlm.nih.gov/tools/primer-blast/) on exon-exon spans when possible. *Ubiquitin* was used as a normalization gene. Relative expression of numbers of copies was calculated by the ΔΔCt method [27].

## Results

### Analysis of apple seed RNAseq data

We have used RNAseq in an effort to identify genes that are differentially expressed between central and lateral fruit seeds. Such an analysis could contribute to understanding the pathways and mechanisms involved in physiological shedding that occurs prior to exponential fruit growth. 

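Seeds were dissected from central fruits and from mid-sized lateral fruits of Golden Delicious trees, and RNA from 3 pools of seeds of each type was sequenced as single-end reads. This gave 3 central and 3 lateral libraries at 20 DAPF. The authors trimmed the reads, aligned them to the Malus x domestica genome v1.0 and used the CLC Genomics Workbench to express each gene model as RPKM, a count of reads divided by the length of the gene and by the size of the library. The deposited values cover 63517 gene models, of which 55261 were above 0 in at least 1 library. Each library's values summed to between 961073 and 1025729 RPKM, so they had not been scaled to a common total. The reads behind the values, recovered from the RPKM values and the mapped reads of Table 1, came to 21515775, 30451293 and 22656469 in central replicates 1 to 3 and to 14238640, 37767724 and 24200553 in lateral replicates 1 to 3. Lateral replicate 1 was thus the shallowest library and lateral replicate 2 the deepest. The names of the data columns place the 3 central libraries and lateral replicate 3 in sequencing lane 7 and lateral replicates 1 and 2 in lane 8. Lane 8 held lateral fruit seeds only, so a comparison within a lane rests on lateral replicate 3 alone. The central and lateral libraries were compared on log2(RPKM + 0.5) of the deposited values with limma, in the 37230 gene models with a mean of at least 0.5 RPKM in at least 1 of the types of seed. Fold changes on this scale understate the change of genes with low values.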

Samples of seeds for RNA extraction, deep-sequencing and subsequent transcriptomic analysis were taken at 20 DAPF from untreated trees (neither chemically nor mechanically thinned) from an orchard of the Golden Delicious cultivar.

A total of 112568528 and 116834022 reads (average length of 50 bp) were obtained from RNA of the seeds of central and lateral fruits (L2) respectively. A trimming procedure was applied to each sample in order to increase the number of reads mapping to the reference genome. After trimming the average read length was 41.8 bp. Each sample is represented by three biological replicates and has an average number of reads of 37522842 and 38944674 for central and lateral fruit seeds respectively. Consistently with previous studies [28], 64–67% of reads can be mapped to the apple reference genome for each sample, and around 66% of these mapped uniquely (Table 1).

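For each of the 55261 gene models above 0, a gene length was found at which the value of every library came out as a whole number of reads, given the mapped reads of Table 1. The deposited RPKM values are thus whole reads divided by the length of the gene and by the mapped reads of the library. The recovered reads amounted to 99.4% of the mapped reads of each library, whereas the uniquely mapped reads of Table 1 amount to between 66.0% and 66.5%. Reads that map to more than 1 place are therefore counted on genes in these values, and gene models with near-identical copies can share reads. A single read on a gene raised its RPKM 2.65 times as much in lateral replicate 1 as in lateral replicate 2, which is the ratio of their mapped reads. The same ratio to lateral replicate 2 was 1.76, 1.24 and 1.67 for central replicates 1 to 3 and 1.56 for lateral replicate 3.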

**Table 1:** Summary of reads mapping.

Fruitlet type	Replicate	Total reads per sample	Total reads per biological condition	Reads mapped to apple reference	%	Reads uniquely mapped to reference	%
Central	1	32419019	112568528	21640191	66,75	14320596	66,18
	2	46118178		30628092	66,41	20369337	66,51
	3	34031331		22786521	66,96	15067791	66,13
Lateral	1	21522360	116834022	14326525	66,57	9494552	66,27
	2	59057754		37998113	64,34	25078566	66,00
	3	36253908		24348488	67,16	16144604	66,31
Average		38233758		25287988		16745908	

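A mean of at least 0.5 RPKM over the 3 replicates was reached by 35659 gene models in central fruit seeds and by 36225 in lateral fruit seeds. Of these, 34654 reached it in both types of seed, 1005 in central fruit seeds only and 1571 in lateral fruit seeds only. Counted in single libraries, the number was 35302, 35692 and 35479 in central replicates 1 to 3 and 36589, 35392 and 36040 in lateral replicates 1 to 3. The difference between the types of seed is therefore within the spread of the lateral replicates. For a gene of the median recovered length of 942 bases, 0.5 RPKM corresponds to 6.75 reads in lateral replicate 1 and to 17.9 reads in lateral replicate 2. The threshold moved the numbers most: at a mean of at least 0.1 RPKM, 44533 gene models were expressed in central and 45321 in lateral fruit seeds.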

Of a total of 63541 genes present in the apple genome, our sequencing reads were assembled onto 35780 and 36224 genes for central and lateral fruit seeds respectively (genes with reads per kilobase per million (RPKM) ≥ 0.5). Analysis of the transcriptome of central fruit seeds reveals a large number of expressed genes annotated with GO terms related to metabolic processes as well as terms for cellular components such as the Golgi apparatus, ribosomes, the nucleus and the vacuole, together with several terms on catalytic activities (S3 Dataset). These terms are characteristic for a growing and developing organ, such as the fruit.

### Transcriptomic profiling reveals differences in the expression of genes related to specific functional categories between seeds from central and lateral fruits

A total of 17459 genes (representing around 28% of the total number of annotated genes in the *Malus x domestica* genome) are differentially expressed (DE) between the seeds of central and lateral fruitlets (fold change ≥ 1.5 or ≤ -1.5). 

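The ratio of the lateral to the central mean RPKM was at least 1.5 in 10368 gene models and at most its inverse in 7019, together 17387, without any test. In 11863 of them (68.2%) the mean was below 0.5 RPKM in both types of seed, and 4563 were listed at 0 in all 3 libraries of one type. The other 9 ways of dividing the 6 libraries into groups of 3 gave between 14908 and 16067 gene models with a ratio of this size. Each of these ways puts both types of seed into each group. With a mean of at least 0.5 RPKM required in at least 1 type of seed, 5524 gene models remained, and with 0.5 RPKM added to both means, the choice that moved the number most, 3767.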

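In limma, 2807 gene models changed at least 1.5-fold with an unadjusted p of at most 0.05, of which 2186 were higher and 621 lower in lateral fruit seeds. With the 6 libraries divided in the other 9 ways, between 442 and 749 gene models passed the same limits. Each of these ways mixes central and lateral libraries, so the difference between the types of seed adds to the spread within groups. The numbers are therefore no measure of what noise alone would give. Baggerly's test, which compares the share that a gene takes of the total of each library and weights the libraries by how well they fix that share, passed 1195 gene models on the deposited values.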

Applying Baggerley’s test [29] for statistical significance, 1200 of these genes have a p-value ≤ 0.05. After correcting for False Discovery Rate (FDR) we obtained a list of 507 DE genes of which 470 are up-regulated (fold change ≥ 1.5; FDR corrected p-value ≤ 0.05) and only 37 are down-regulated (fold change ≤ -1.5; FDR corrected p-value ≤ 0.05) (S2 Dataset).

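With Benjamini-Hochberg adjustment in limma, 1262 gene models were at least 1.5-fold higher and 171 at least 1.5-fold lower in lateral fruit seeds at an adjusted p of at most 0.05. In every one of them the 3 lateral values lay on one side of the 3 central values. Such a separation occurred in 23.3% of all gene models tested, where chance alone gives 10%. The median log2 fold change was 1.39 among the higher and -0.83 among the lower gene models. Baggerly's test on the deposited values called 493 higher and 35 lower, and 522 of these 528 were also called by limma in the same direction. With the sequencing lane as a covariate, chosen after seeing the data, limma called 392 higher and 39 lower, and the comparison then rests on lateral replicate 3. Of the 507 genes of S2 Dataset, which come from these same libraries and so show no stability, all had the paper's direction and 498 passed limma's limits (464 higher and 34 lower). Among the remaining 9, the adjusted p was above 0.05 in 6 and the fold change on the log2(RPKM + 0.5) scale was below 1.5 in 3.

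**Figure D1:**
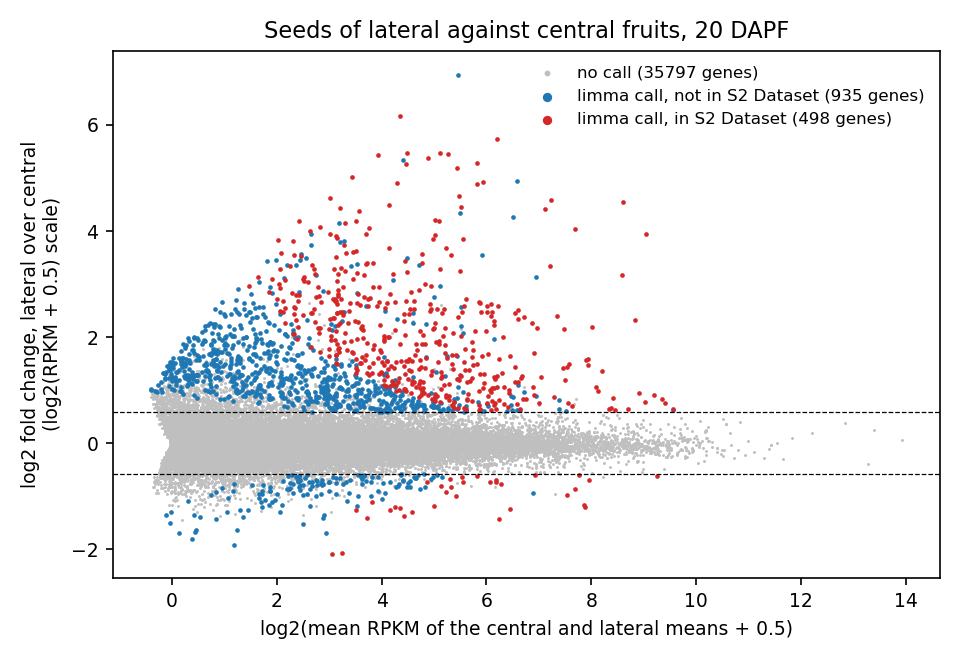
Log2 fold change of lateral over central fruit seeds against the mean level, both from RPKM with 0.5 added, for the 37230 gene models tested; dashed lines mark a 1.5-fold change. The 498 called genes in S2 Dataset (red) lie on the whole further to the right than the 935 other called genes (blue).

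In limma on log2(RPKM + 0.5), the largest rises were those of MDP0000759666 and MDP0000164489, identifiers for which the data give no names. MDP0000759666 had 0, 3 and 2 reads in central replicates 1 to 3 and 1017, 756 and 857 in lateral replicates 1 to 3. Its lateral values were 147, 41.2 and 72.9 RPKM in the same order. With 3 reads set in each central library, no fewer than any of them had, its mean RPKM was 342-fold higher in lateral fruit seeds. This value takes the lateral mean as it stands and so leans on lateral replicate 1. The log2 fold change of MDP0000759666 was 6.95 (standard error 0.40, adjusted p = 7.6e-05 from limma with Benjamini-Hochberg adjustment). In limma's voom on the recovered reads, chosen after seeing the data, its adjusted p was 0.053. It was far from passing in Baggerly's test, with an adjusted p of 0.344 on the deposited values. The adjusted p of that test was 0.396 on values scaled to 1000000 with adjustment over all gene models (chosen after seeing the data). The same test on the recovered reads, also chosen after seeing the data, called it. On reads that test weights the libraries by depth, which can leave a spread uncounted where the deepest library is the lowest, as here. MDP0000164489 had 0, 0 and 1 reads in the central and 386, 444 and 472 in the lateral libraries. With 3 reads set in each central library its mean RPKM was 158-fold higher in lateral fruit seeds. Within lane 7 the log2 difference between lateral replicate 3 and the central mean was 6.88 for MDP0000759666 and 6.26 for MDP0000164489. Only the latter is in S2 Dataset. The paper set the same limits of fold change and FDR on Baggerley's test, and it takes the up-regulated and the down-regulated genes as the sets in which over-represented GO terms point to processes that could be involved in fruit abscission.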

A statistical analysis of the functional categories that are differentially represented between the two types of seed samples was performed in order to identify transcriptomic signatures that could unravel processes potentially involved in fruit abscission. Initially, gene models encoded by the apple genome were annotated using GO terms by means of BLAST2GO [25] on the basis of homology and additional sources of evidence (e.g. protein functional domains, biochemical pathways). As a result, a total of 356581 generic GO terms were assigned to 46930 apple genes, representing a substantial fraction (73.86%) of the 63541 genes encoded by the apple genome. Each annotated gene has on average 5.61 associated GO terms and in order to obtain a broader overview of plant biological functions encoded by apple genes, the generic GO terms were collapsed into their corresponding parent GO term present in the Plant GO Slim subset [30] resulting in 327375 Plant GO Slim terms. We then used the annotation obtained to search for functional categories that were overrepresented among the sets of genes identified as differentially expressed between our samples. 

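The 470 up-regulated genes of S2 Dataset had a median of 9.24 RPKM in central and 36.0 RPKM in lateral fruit seeds (medians of the means of 3 libraries). Their log2 fold changes ran from 0.62 to 6.17 with a median of 1.96, and 230 of them changed at least 4-fold on the log2(RPKM + 0.5) scale. In 1 of them there was no read in any central library. The assignment of GO terms to single genes was not used here, so the values describe the set as a whole.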

In the pool of 470 up-regulated genes, 42 GO terms corresponding to biological processes, 23 to molecular function and 8 to cellular components were found to be enriched (p-value ≤ 0.005).

Among the biological processes, many terms related to defence and stress responses were found, for example wounding, chitin, cold, heat, biotic and abiotic stimuli, water deprivation and osmotic stress (S4A Dataset). A GO term concerning the response to ROS (GO:0042542) is also enriched. Interestingly, relatively little enrichment related to metabolism, transport or hormone response (including ethylene biosynthesis) was noted. Nevertheless, four hormone-related GO terms are enriched. ‘Respiratory burst involved in defence response’ (GO:0002679) together with ‘S-methylmethionine cycle’ (GO:0033528) could imply an increase in the synthesis of ethylene in lateral fruit seeds. In addition, two genes, MDP0000735747 and MDP0000137705, annotated with the GO terms ‘Gibberellin catabolic process’ (Biological process; GO:0045487) and ‘C-19 gibberellin 2-beta-dioxygenase activity’ (Molecular function; GO:0052634) are up-regulated in lateral fruit seeds. These two genes are putative orthologs of *A*. *thaliana GA2OX6* (AT1G02400) and *GA2OX1* (AT1G78440), respectively, that encode gibberellin 2-oxidases. 

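MDP0000735747 had 0.825 ± 0.117 RPKM in central and 17.6 ± 4.73 RPKM in lateral fruit seeds (SD, n = 3 each), a log2 fold change of 3.74 (standard error 0.20, adjusted p = 5.8e-05 from limma with Benjamini-Hochberg adjustment). MDP0000137705 was expressed at a much higher level, with 129 ± 20.6 RPKM in central and 360 ± 53.9 RPKM in lateral fruit seeds (SD, n = 3 each). Its log2 fold change was 1.48 (standard error 0.14, adjusted p = 0.00078 from the same test). For both genes every lateral library exceeded every central library, which in an exact permutation test gives a 2-sided p of 0.1, the smallest that 3 libraries against 3 allow. In lateral replicate 3, the lateral library that shares the lane of the central ones, log2(RPKM + 0.5) exceeded the central mean by 4.15 for MDP0000735747 and by 1.59 for MDP0000137705.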

GA2OX oxidases form part of the catabolic pathway of this hormone and act on C19 GAs by inserting a 2β-hydroxy group that results in the inactivation of the hormone [31–32]. The term ‘Regulation of ABA mediated signalling pathway’ (GO:0009787) comprises 2 genes (MDP0000893203 and MDP0000231674) encoding type 2C protein phosphatases, the homologues of which in *A*. *thaliana* (*ABI2*) show activities as negative regulators of ABA signalling [33]. Moreover, although not belonging to this enriched GO term, *MdABR1* (MDP0000235028), a putative ortholog of *A*. *thaliana ABR1*, another negative regulator of the ABA response [34], seems to be significantly up-regulated in lateral fruit seeds compared to central ones.

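MDP0000893203 rose from 2.02 ± 0.734 RPKM in central to 14.8 ± 2.37 RPKM in lateral fruit seeds (SD, n = 3 each), with a log2 fold change of 2.63 (standard error 0.24, adjusted p = 0.00063 from limma with Benjamini-Hochberg adjustment). For MDP0000231674 the means were 2.18 ± 1.21 and 10.9 ± 1.39 RPKM (SD, n = 3 each) and the log2 fold change was 2.18 (standard error 0.29, adjusted p = 0.0038 from the same test). The lowest lateral library of MDP0000231674, with 10.1 RPKM, lay above its highest central library, with 3.53 RPKM. With the lane as a covariate, chosen after seeing the data, its adjusted p was 0.088, and it no longer passed. MDP0000893203 passed under that setting too.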

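*MdABR1* had 1.74, 2.78 and 2.54 RPKM in central replicates 1 to 3 and 26.8, 13.6 and 19.8 RPKM in lateral replicates 1 to 3. The mean was 2.35 ± 0.549 RPKM in central and 20.1 ± 6.6 RPKM in lateral fruit seeds (SD, n = 3 each), a ratio of 8.52. The log2 fold change was 2.82 (standard error 0.25, adjusted p = 0.00058 from limma with Benjamini-Hochberg adjustment). The lateral replicates were spread more widely than the central ones, yet the lowest of them stood above every central replicate.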

Interestingly, the regulation of transcription, which includes transcription factors, is enriched. The up-regulated genes in lateral fruit seeds to which such GO terms have been assigned belong to different families of transcription factors (TFs) such as NAC, WRKY and Homeobox, and consistent with our results include a number of APETALA2/Ethylene responsive factors (AP2/ERF). 

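The ERF gene MDP0000848905 had 10.8 ± 1.14 RPKM in central and 287 ± 120 RPKM in lateral fruit seeds (SD, n = 3 each). The recovered reads were 203, 296 and 259 in central replicates 1 to 3 and 5543, 6128 and 6363 in lateral replicates 1 to 3. Its log2 fold change was 4.59 (standard error 0.27, adjusted p = 7.9e-05 from limma with Benjamini-Hochberg adjustment). Of the 12 genes that the paper names by identifier, 10 passed the limits, whether p was adjusted over all gene models tested or over the 12 alone. Many of the 12 are in S2 Dataset, which was selected on these same libraries, so this count is no independent support. Within lane 7, lateral replicate 3 exceeded the central mean of MDP0000848905 by 4.63 on the log2(RPKM + 0.5) scale.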

Among them is MDP0000848905, an ERF involved in the ethylene signalling pathway and putative ortholog of *A*. *thaliana EBP* (*ERF72*) that has been suggested to be involved in programmed cell death and ROS accumulation [35]. 

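MDP0000258562 was expressed at 1.23 ± 0.134 RPKM in central and 9.04 ± 3.03 RPKM in lateral fruit seeds (SD, n = 3 each). These levels stand for few reads, 14, 16 and 14 in central replicates 1 to 3 and 82, 107 and 111 in lateral replicates 1 to 3. The log2 fold change was 2.41 (standard error 0.24, adjusted p = 0.0011 from limma with Benjamini-Hochberg adjustment), and the increase exceeded the spread of the replicates. It was 2.52 when lateral replicate 3, in the lane of the central libraries, was set against the central mean.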

Finally, MDP0000258562, a likely ortholog of *A*. *thaliana CEJ1/DEAR1* (Cooperatively regulated by Ethylene and Jasmonate 1), has been reported to be involved in the regulation of cell death after fungal infection [36].

Although fewer GO terms for molecular function and cellular component classes are enriched (S4B, S4C Dataset), there are some categories that reveal interesting signatures related to the abscission process. The two genes of GA catabolism (biological process; GO:0045487) appear to have confirmed dioxygenase activity (molecular function; GO:0052634) and therefore may be involved in the de-activation of this hormone. Four epimerases or epimerase-like activities have been listed in the term UDP-glucose 4-epimerase activity (GO:0003978). At least one ortholog in *A*. *thaliana*, *UGE5*, is induced by ABA [37], and in previous studies in apple at least one UDP-glucose 4-epimerase was up-regulated in the cortex of AFs [3]. Seven genes are classified as cysteine-type peptidases (GO:0008234) and three are involved in protein ubiquitination (GO:0051865), genes putatively involved in the machinery of protein degradation the activities of which could be interpreted as indicators of seed abortion.

There is also a set of GO terms (GO:0006012; GO:0005975; GO:0047936; GO:0046369; GO:0009225; GO:0009750; GO:0043617; GO:0008515) that imply active sugar signalling. Among them there are terms related to metabolism, transport and response to sugars, and further analysis would be necessary to establish the involvement of these sugars on abscission triggering or signalling.

As regards cellular components (S4C Dataset), the most enriched category is that of the nucleosome (GO:0000786) (found also as a Biological process; nucleosome assembly; GO:006334). The up-regulation of histones belonging to those terms would be indicative of changes in the transcriptional regulation in response to abscission.

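The 37 down-regulated genes of S2 Dataset had a median of 58.2 RPKM in central and 35.6 RPKM in lateral fruit seeds (medians of the means of 3 libraries), so they were more strongly expressed than the up-regulated genes in central fruit seeds. Their log2 fold changes ran from -2.09 to -0.55 with a median of -0.87, and only 2 of them fell at least 4-fold on the log2(RPKM + 0.5) scale. These were MDP0000333088 and MDP0000193502, which also had the largest falls of all gene models called by limma on log2(RPKM + 0.5). MDP0000333088 fell from 12.9 ± 1.1 to 2.65 ± 0.166 RPKM (SD, n = 3 each), with a log2 fold change of -2.09 (standard error 0.13, adjusted p = 0.00010 from limma with Benjamini-Hochberg adjustment). Its lateral values rest on 7, 21 and 13 reads. MDP0000193502 fell from 14.7 ± 1.91 to 3.2 ± 0.96 RPKM (SD, n = 3 each), with a log2 fold change of -2.06 (standard error 0.19, adjusted p = 0.00071 from the same test). Lateral replicate 3, within the lane of the central libraries, differed from the central mean by -2.07 for MDP0000333088 and by -1.66 for MDP0000193502 on the log2(RPKM + 0.5) scale. The data do not pair these identifiers with names, and the GO terms of single genes were not used here.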

Among the set of 37 down-regulated genes 12 GO terms for biological processes, 5 for molecular function and 1 for cellular components were found to be over-represented. Most biological processes involved the response to ions (calcium, lithium, zinc, manganese) or their homeostasis and transport (S5A Dataset). Interestingly, seven (out of 18) of the significantly enriched GO terms for down-regulated genes are specifically related to Ca^2+^ transport, homeostasis and response (GO:0015369; GO:008324; GO:0006874; GO:0006812; GO:0070588; GO:0006816). Ca^2+^ is important for enzyme function and it is known to be essential in several developmental processes including cell division and elongation, and fruit growth [38]. Ca^2+^ deficiency due to the down-regulation of genes encoding transporters of this cation could be a signal for the degeneration of the lateral fruits at this stage. In regard to the molecular function category, the two most significant GO terms concern cation-related transport (GO:0015369; GO:0008324) (S5B Dataset). Consistently in this respect, the only cellular component GO term for the down-regulated set of genes was for ‘plant-type vacuole membrane’ (S5C Dataset), the vacuole being the largest intracellular store of Ca^2+^ [39].

### Expression analysis of selected genes suggested to be involved in the abscission potential of lateral fruitlets

In order to validate our RNAseq data we performed qRT-PCR to check the expression of a subset of three genes known to be active in the developing seed and to be markers for fruitlet abscission [14,15,17]

*1-aminocyclopropane-1-carboxylate oxidase1* (*MdACO1*; MDP0000195885) is the possible ortholog of the *A*. *thaliana* gene *ethylene-forming enzyme* (*EFE*; AT1G05010) which encodes a key enzyme in ethylene biosynthesis and one of the earliest markers of fruitlet abscission. Previous studies showed that *MdACO1* up-regulation is coupled to the peak of synthesis of ethylene in lateral fruits (between 19–21 DAPF depending on the size of fruits) and that both events (the synthesis of ethylene and *MdACO1* up-regulation) are consistent with a high abscission potential [3,14–16]. At 20 DAPF, *MdACO1* expression is greater in lateral fruit seeds than in central fruit seeds, indicating that the pathway for ethylene biosynthesis is activated in the seeds of lateral fruitlets (Fig. 2a).

**Fig 2:**
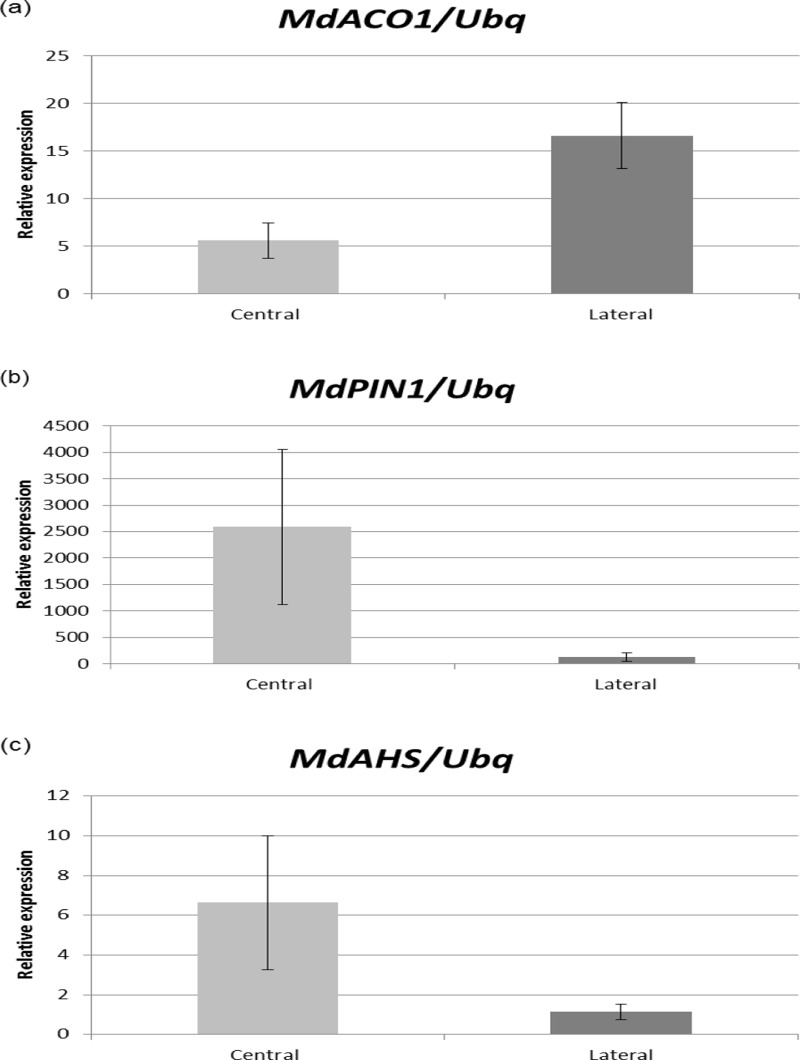
Gene expression at 20 DAPF. Comparison of expression of *MdACO1* (a), *MdPIN1* (b) and *MdAHS* (c) between apple central and lateral fruit seeds. Relative expressions in numbers of copies compared to the expression of the housekeeping gene encoding ubiquitin were obtained by qRT-PCR by means of the ΔΔCt method. Statistically significant differences were determined by Student’s *t*-test (*P* ≤ 0.05).

The auxin:hydrogen symporter encoded by *MdAHS* (MDP0000154046; the putative ortholog of *A*. *thaliana* AT2G17500) and the auxin efflux carrier encoded by *MdPIN1* (MDP0000138035; the putative ortholog of *A*. *thaliana PIN1*) are good markers for PAT in fruitlets. Most auxin biosynthesis in the fruit takes place in the seeds, so measuring auxin transporter gene expression in seeds should be a good indicator of PAT flux. When measured at 20 DAPF both *MdAHS* and *MdPIN1* expression is very reduced in lateral fruits compared to central fruits, suggesting that these fruits have reduced PAT (Fig. 2b). A reduction in auxin transport would result in an increase in the sensitivity to ethylene at the abscission zone (AZ) thus triggering the process of detachment of the fruitlet [6,40].

The results of the expression analysis of these three genes support the validity of our RNAseq and are consistent with the high abscission potential of the lateral fruits that were selected.

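In the RNAseq data, *MdACO1* had 16.4 ± 13.8 RPKM in central and 260 ± 31.4 RPKM in lateral fruit seeds (SD, n = 3 each). Its log2 fold change was 4.42 (standard error 0.64, adjusted p = 0.0060 from limma with Benjamini-Hochberg adjustment). *MdAHS* had 7.05 ± 0.392 RPKM in central and 6.54 ± 1.28 RPKM in lateral fruit seeds (SD, n = 3 each), a difference smaller than the spread of the lateral replicates. Its log2 fold change was -0.11 (standard error 0.15, adjusted p = 0.77 from the same test). Without lateral replicate 2 it was 0.011, the only change of direction among these genes under the settings tried. In lateral replicate 3, which shares the lane of the central libraries, log2(RPKM + 0.5) of *MdAHS* differed from the central mean by -0.13.

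**Figure D2:**
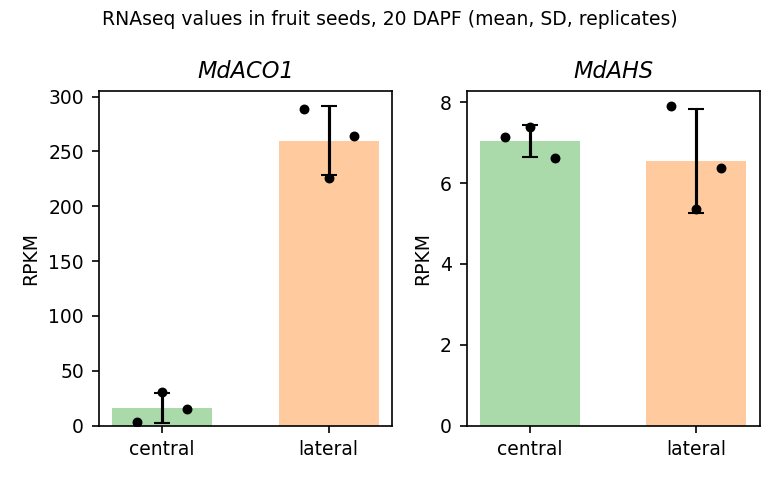
RPKM of *MdACO1* and *MdAHS* in central and lateral fruit seeds, with bars for the mean of 3 libraries, lines for the SD and points for replicates 1 to 3 from left to right. The lateral points of *MdACO1* lie far above the central ones, whereas those of *MdAHS* overlap with them.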

### The dynamics of genes involved in hormonal signalling

Previous studies have highlighted the role of the seed as the detector of the abscission signal, triggered at the cortex possibly due to nutritional shortage, and putatively translated to the seed by hormones, mainly ethylene [3]. In order to assess the molecular response of genes involved in hormonal signalling in both types of seeds (from central and lateral fruitlets), a four point time-course of the expression of a selected subset of genes has been performed with a view to identifying differences that could help explain the role of the seed in the different abscission potentials of lateral fruits. qRT-PCR was performed on RNA extracted from lateral and central fruit seeds. All data are presented in terms of relative expression compared to the reference gene.

Overall, both the *MdAHS* and *MdPIN1* genes present expression dynamics indicative of greater auxin transport in the seeds of central fruits (Fig. 3a). The kinetics of *MdPIN1* are interesting as they suggest that auxin transport decreases over the period analysed, but the main point of note is that the levels of expression of both auxin transporters in central fruit seeds are much higher than those in lateral fruit seeds, consistent with greater auxin biosynthesis in the former. In addition, *MdPIN1* decreases its expression in lateral fruit seeds from 18 DAPF almost to basal levels and this should promote the disruption of PAT towards the pedicel.

**Fig 3:**
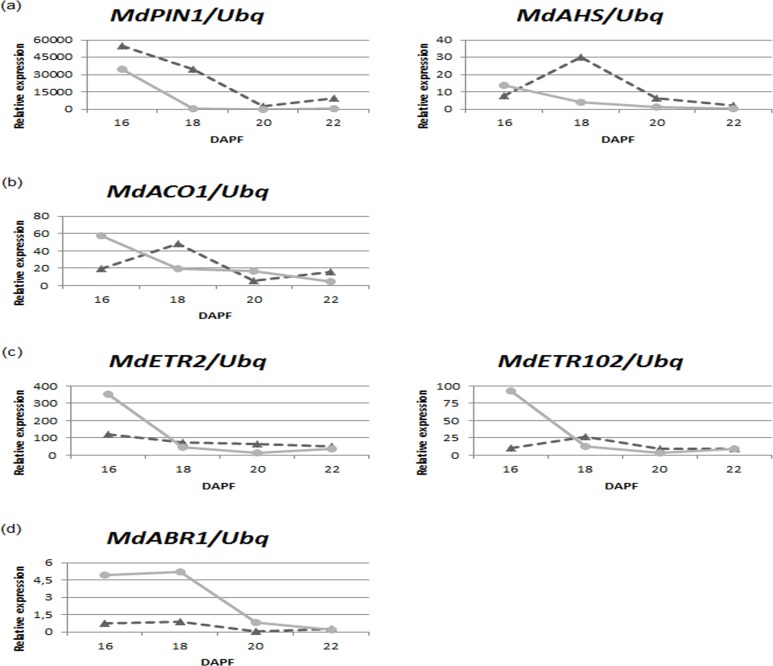
Dynamics of expression of apple genes. Comparison between apple central (triangles and dotted lines) and lateral fruit seeds (circles and continuous lines) of dynamics of expression of genes involved in the biosynthesis, transport or response to different hormones. (a) *MdPIN1* and *MdAHS*, involved in auxin polar transport (PAT). (b) *MdACO1*, involved in ethylene biosynthesis. (c) *MdETR2* and *MdETR102*, involved in response to ethylene. Relative expression was obtained by qRT-PCR by means of the ΔΔCt method compared to the expression of the housekeeping gene encoding ubiquitin.

In this work we have used *MdACO1* expression as a proxy for the biosynthesis of ethylene over this period. Our data show that at 16 DAPF the expression of *MdACO1* is much higher in lateral compared to central fruit seeds, but that this is rapidly down-regulated from 18 DAPF and that these levels are subsequently maintained until 22 DAPF (Fig. 3b). In addition, a peak of *MdACO1* expression is observed in central fruit seeds at 18 DAPF which then returned to basal levels between 20 and 22 DAPF (Fig. 3b). In previous studies by contrast, it has been noted that basal levels of ethylene are synthesized in both central and lateral fruitlets, although these levels are somewhat higher in the latter with a peak occurring between 19 and 21 DAPF depending on the dimensions of the fruit (L3 and L1 respectively) [3]. These differences may be accounted for by the fact that we are monitoring ethylene synthesis solely by the seed.

The expression dynamics of two ethylene perception genes belonging to ethylene receptor subfamily 2 were also assessed. *MdETR2* (MDP0000219737) and *MdETR102* (MDP0000920189) are likely orthologs of *A*. *thaliana ETR2* and both are strongly induced after ethylene treatment [41]. In lateral fruit seeds, the levels of expression of both genes are consistent with those of *MdACO1* and thus with ethylene biosynthesis. At 16 DAPF both *MdETR2* and *MdETR102* are highly expressed in lateral fruit seeds compared to those of central fruits (the latter maintain a stable level of expression from 18 to 22 DAPF). From 18 DAPF both genes are down-regulated in lateral fruit seeds and their expression is lower than that in central fruit seeds from 18 to 22 DAPF (Fig. 3c).

Finally, we checked the dynamics of *MdABR1* expression, a putative negative regulator of the ABA response (Fig. 3d). We found a 5-fold up-regulation from 16 to 18 DAPF in lateral fruit seeds compared to those of central fruits, and a strong decrease from 20 DAPF onwards.

Our results suggest that PAT is compromised or at least very reduced in lateral fruits. Ethylene biosynthesis is greater at 16 DAPF in lateral fruits which is consistent with the high levels of expression of two negative regulators of the ethylene response. Moreover, we found a similar expression pattern for *MdABR1*, a negative regulator of the ABA response. Taken together these data suggest the concerted expression of a set of genes in an attempt to maintain the homeostasis of the seed against hormones that promote abscission and the disruption of PAT.

## Discussion

To the best of our knowledge, the present study is the first deep-sequencing analysis of apple seeds focused on fruit abscission. Previous work has shown that transcriptomic changes at seed level could be detected 4 days after a thinning treatment with BA to increase apple fruit physiological drop [3]. In our work we have analysed global gene expression in seeds collected from the central and lateral fruits of untreated trees with a view to elucidating the molecular mechanisms and biological pathways involved in physiological abscission, as well as assessing the role of seeds in this process.

### Hormone-related transcriptomic signatures in apple seeds from lateral fruitlets

RNAseq was chosen not only because of the availability of the apple genome [1] which allowed us to assign more than 65% of reads to already annotated genes (Table 1), but also because it facilitates the discovery of new genes and the generation of transcriptomic profiles (S3 Dataset). Importantly, 35% of reads remained unassigned in our study (not assembled) which opens the possibility of performing *de-novo* analysis for the mining of new genes in the apple genome. The validity of the RNAseq data was assessed by qRT-PCR (Fig. 2) and this was also used to determine the abscission potential of lateral fruitlets. In general terms, we detected transcriptomic changes that suggest the triggering of responses to different hormonal signals in the seeds of L2 fruitlets consistent with a high abscission potential.

One of the most studied features of fruitlet abscission is the influence of PAT. Auxin is mainly produced in seeds, although lower levels are also synthesized in the cortex [42]. Our data on the expression of auxin transporters (Fig. 3a) suggest that PAT is notably reduced in lateral fruitlets, consistent with a high abscission potential.

GAs are hormones involved in cell expansion, fruit set and growth [43,44]. Previous studies have demonstrated the expression of *GA20OX* genes in developing apple seeds and are hence indicative of active GAs biosynthesis [45]. However, we have found an activation of GA catabolism in lateral fruit seeds that would lead to a decrease in bioactive GAs. 

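Read numbers for the GA catabolism genes show how firmly each library fixes their levels. The ortholog of *GA2OX6* was covered by 16, 30 and 19 reads in central replicates 1 to 3 and by 213, 600 and 578 reads in lateral replicates 1 to 3. The ortholog of *GA2OX1* was covered by 2679, 4730 and 2611 reads in the central and by 5737, 11477 and 9554 reads in the lateral replicates. When each library was left out in turn, the log2 fold change stayed between 3.54 and 3.87 for the ortholog of *GA2OX6* and between 1.39 and 1.61 for that of *GA2OX1*. The highest adjusted p over these 6 fits was 0.00072 and 0.0049 respectively (limma with Benjamini-Hochberg adjustment).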

The expression of *GA2OX* genes has also been described in the cortex of lateral fruits having a high abscission potential [3]. This is the first time that expression of *GA2OX* has been described in seeds during fruit abscission. Up-regulation of these genes in lateral fruit seeds might suggest that the signal for abscission has already been triggered and therefore that seed development has stopped.

The importance of ethylene biosynthesis in the apple fruitlet abscission process has been demonstrated for both signalling at fruit level and for triggering separation at the AZ [3,21,46,47]. Whilst no GO term directly concerning the biosynthesis of ethylene has been found, a related term, ‘S-methylmethionine cycle’ (GO:0033528), annotating two up-regulated genes was found to be significantly enriched. Methionine has been shown to be a precursor of ethylene in different species including apple [48,49].

Although the GO term ‘ethylene biosynthetic process’ was not significantly enriched it includes 4 genes significantly up-regulated in lateral fruit seeds. Among them is *MdACO1* (MDP0000195885), a key enzyme in the biosynthesis of ethylene and one of the earliest markers of fruitlet abscission [3,14–16]. 

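The level of *MdACO1* varied strongly between the pools of central fruit seeds, with 3.08, 30.7 and 15.4 RPKM in replicates 1 to 3, while the lateral replicates had 289, 226 and 264 RPKM. Every lateral value lay far above the central ones. With each library left out in turn, the log2 fold change ran from 3.54 to 5.10, and the adjusted p did not exceed 0.026 (limma with Benjamini-Hochberg adjustment). With the lane as a covariate, chosen after seeing the data, the log2 fold change was 4.45 and the adjusted p was 0.099, which no longer passed.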

Our results on the dynamics of *MdACO1* expression in lateral fruit seeds during young fruit development (Fig. 3b) suggest that ethylene biosynthesis in this organ is uncoupled from its biosynthesis in the cortex as no peak of ethylene has been found at 16 DAPF when whole fruits are taken into consideration [3]. In whole fruits (seed plus cortex) the ethylene peak and the elevated expression of *MdACO1* concur at 21 DAPF [3]. The biosynthesis of ethylene in seeds could be masked by dilution when measured in whole fruits, whereas our results point towards specific ethylene production within the seed albeit at lower levels with respect to those in the cortex.

The dynamics of the expression of *MdETR2* and *MdETR102*, two ethylene receptors, seem to be coupled to ethylene biosynthesis in lateral fruit seeds and correlate with the expression of *MdACO1* (Fig. 3b,c). As ETRs are negative regulators of the ethylene response [50], we speculate that their co-expression with *MdACO1* may act as a protection mechanism to maintain seed homeostasis.

In this regard, a set of 6 genes included in the GO term ‘regulation of transcription‘ (GO:0006355) belong to the ERF family of TFs, part of the AP2/ERF superfamily. Some of them have been related to stress responses involved in protection against cell death [35,36]. Their up-regulation in lateral fruit seeds further supports the contention that the ethylene response is activated. Nevertheless, we cannot exclude the possibility that the high expression levels of some ETRs in the seed are a response to ethylene produced in the cortex, as these same receptors do not respond to local ethylene production in central fruit seeds (Fig. 3b,c).

ABA has been related to stress-induced senescence [51] and is known to have a stimulatory effect on abscission. However whether this is a direct effect or acts via stimulation of the biosynthesis of ethylene is still controversial [22,47]. In some species ABA is known to stimulate fruit and leaf abscission in a concentration-dependent manner [52,53]. In lateral fruit seeds at least three up-regulated genes with putative activities as negative regulators of the ABA response have been found. 

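For the 3 putative negative regulators of the ABA response, the increase in lateral fruit seeds did not rest on a single library. With each library left out in turn, the log2 fold change ran from 2.37 to 2.81 for MDP0000893203, from 1.89 to 2.52 for MDP0000231674 and from 2.59 to 3.06 for *MdABR1*. The highest adjusted p over these fits was 0.0042, 0.019 and 0.0038 respectively (limma with Benjamini-Hochberg adjustment). In lateral replicate 3, sequenced in the lane of the central libraries, log2(RPKM + 0.5) exceeded the central mean by 2.72, 2.08 and 2.85 in the same order. With the lane as a covariate, chosen after seeing the data, MDP0000231674 was the only one of the 3 that lost its call.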

*MdABR1* expression during fruitlet development is greater in lateral fruit seeds compared to those of central fruits (Fig. 3d). Moreover, elevated expression of other negative regulators of ABA signalling has been found in lateral fruit seeds. Similarly to the case of the ethylene response, we speculate that the over-expression of negative regulators of the ABA response could represent a mechanism of protection against strong abscission hormonal signals which can be produced by the cortex or locally in the seed. At a certain point the signal overcomes these mechanisms, manifested as a down-regulation of gene expression during seed development and eventually leading to the abscission of the fruit.

### The putative role of seeds in the model of apple fruitlet abscission

According to our results, at 20 DAPF seeds from lateral fruitlets present transcriptomic signatures consistent with a high abscission potential. Indeed, our transcriptomic analysis confirms previous studies [3] that showed that several transcriptomic signatures can be observed in seeds from 4 days after inducing abscission with BA (applied at 15 DAPF). 

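A principal component analysis of log2(RPKM + 0.5) over the 37230 gene models tested separated the types of seed on its main axis. PC1 carried 51.3% and PC2 15.9% of the variance. On PC1 the central replicates 1 to 3 lay at -55.9, -36.8 and -39.1 and the lateral replicates 1 to 3 at 64.8, 29.1 and 37.9. Lateral replicate 3, from the lane of the central libraries, lay beside lateral replicate 2 from the other lane. With only gene models of a mean of at least 5 RPKM, the choice that moved it most, PC1 carried 68.1%.

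**Figure D3:**
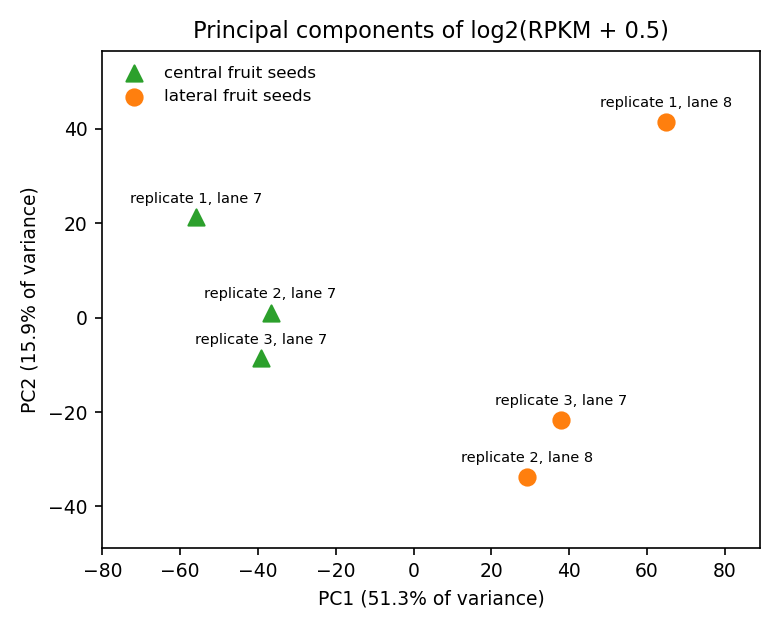
Scores of the 6 libraries on PC1 and PC2, with triangles for central and circles for lateral fruit seeds and the replicate and lane beside each point. The central libraries lie to the left and the lateral ones to the right, and lateral replicate 1 stands apart from the other lateral libraries on PC2.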

In our study, we have compared the seeds of central and lateral fruits at 20 DAPF from untreated trees and we detected several signatures confirming the process of physiological abscission in lateral fruits. RNAseq has also enabled us to find new genes and pathways involved in the abscission process. Our GO enrichment analysis for the set of up-regulated genes has shown a vast number of terms related to stress and defence responses (S4A Dataset). This feature is typical of lateral fruits regardless of their abscission potential. The enrichment of genes involved in ubiquitination (GO:0051865) and in peptidase activity (GO:0008234) could be indicative of activation of protein degradation and hence degeneration of the seed. In this sense, the down-regulation of Ca^2+^ transport and homeostasis related genes could also be an indicator of a decrease in metabolic rate, consistent with seed developmental arrest.

With respect to hormonal signalling, various signatures are present in our analysis. The activation of GA catabolism and the putative disruption of PAT suggest the arrest of seed development. Ethylene biosynthesis seems to be activated, but its levels in seeds may be much lower than those in the cortex, and it is still unknown if this biosynthesis is related to the abscission process.

## Conclusions

Our seed transcriptomic data suggest that lateral fruits are ‘pre-conditioned’ to abscise, and that the effect of blooming time and fertilization as well as position inside the corymb are important for conditioning the transcriptome of the seed, leading to specific features that will ultimately decide the fate of the fruitlet according to the nutritional conditions of the plant. These seeds are thus ‘prepared’ for the stimulus and rapidly respond to it by triggering the hormonal response leading to developmental arrest. We cannot exclude the influence of developmental stage between central and lateral fruits in the differences observed. The latter are younger and this might explain some of the differences in the expression levels of the genes tested. Nevertheless, this is the physiological situation inside the corymb. Central fruit fertilization and set can condition the lateral fruits, which physiologically will have reduced PAT and more ethylene. From our results, we can suggest that most of the lateral fruits are already conditioned to abscise. This conditioning could putatively be a protection mechanism to save the most adapted fruit, the central fruits, in case of nutritional or environmental stress. Seeds from lateral fruits seem to be activating a mechanism to maintain homeostasis and avoid abscission, and eventually, depending on their position in the cluster, they may be unable to avoid triggering the signal that will lead to developmental arrest and eventually abscission. As regards the abscission process, seeds would play a role in stopping physiological shedding. It remains to be elucidated whether they, or the cortex as has been previously proposed [3], are also the primary sensors of the abscission signal as we cannot exclude the possibility of the seed-specific early peak of ethylene biosynthesis being the signal for developmental arrest. In order to establish a more precise model and identify the abscission signal trigger, further studies are necessary to determine both the nature of the hormonal signalling before 15 DAPF in these fruits and the cross-talk between the cortex and the seed. Nevertheless, our study represents an important step for elucidating the biological pathways involved in young fruit abscission, and more studies are being conducted to unravel new genes and functions involved in this process.

## Supporting Information

S1 Dataset Apple gene specific primers for qRT-PCR. (XLSX) Click here for additional data file.

S2 Dataset Differentially expressed (DE) genes between central and lateral fruit seeds. Only statistically significant genes are shown with FDR *P-value* correction ≤ 0,05.

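S2 Dataset lists for each gene a fold change, the p-value of Baggerley's test, its FDR-corrected value and the normalized mean of each type of seed. The 1013 normalized means above 0 equal the means of the deposited RPKM after each library is scaled to a total of 1000000 (ratio 1.00 for each), whereas without that scaling the ratios run from 0.961 to 1.01. Baggerly's test is made for counts of tags out of a known total. Given values that sum to 1000000, it treats each library as having that total, whatever the number of its reads.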

(XLSX) Click here for additional data file.

S3 Dataset GO terms associated with the complete transcriptome of central fruit seeds. Only terms with more than 10 genes associated are shown, compared to the whole set of annotated apple genes for each term.
(XLSX) Click here for additional data file.

S4 Dataset GO terms associated with the set of up-regulated genes in lateral fruit seeds. Worksheet: (3A) Biological process; (3B) Molecular function; (3C) Cellular component. *P-values* were calculated by Fisher’s exact test.
(XLSX) Click here for additional data file.

S5 Dataset GO terms associated with the set of down-regulated genes in lateral fruit seeds. Worksheet: (4A) Biological process; (4B) Molecular function; (4C) Cellular component. *P-values* were calculated by Fisher’s exact test.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

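RNA of seeds from central and from lateral (L2) apple fruits at 20 DAPF was analysed in 6 libraries, 3 biological replicates of each type of seed, each from a pool of seeds of different fruitlets. The samples were grouped by fruit type and replicate as their labels and Table 1 give them. The RPKM values were computed by the authors: the reads were trimmed, aligned to the Malus x domestica genome v1.0 and counted on gene models in the CLC Genomics Workbench, and the deposited values hold 1 RPKM per gene model and library for 63517 gene models. The version of that program and its handling of reads that map to more than 1 place are not named in the paper's text. The values had not been scaled between libraries, and the scaling that the paper applied before its test was not part of them.

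All data columns were matched to samples. Since RPKM values are not counts, the main test was limma 3.58.1 (R 4.3.3) on log2(RPKM + 0.5), with lmFit and eBayes with a trend, in gene models with a mean of at least 0.5 RPKM in at least 1 type of seed. Adjustment was by the Benjamini-Hochberg method over all 37230 gene models tested. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 1.5 on this scale, the limits of the paper. No block was used, since the paper's methods use none. The replicate numbers are those of the labels and of Table 1, and replicates of the same number come from different fruits. Summaries, Baggerly's test and exact permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. In an exact permutation test of 3 libraries against 3 the smallest 2-sided p is 0.1.

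The genes named are the 12 that the paper names by identifier, and the 2 with the largest rise and the 2 with the largest fall among the called genes whose 3 lateral values lie all above or all below the 3 central values. Of the 12, 1 enters the counts but is not reported here. The gene table at hand pairs none of the identifiers with names, so gene names are the paper's. The assignment of GO terms to genes and the qRT-PCR measurements were not analysed here.

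Whole reads were recovered by finding, for each gene model, the shortest length from 60 to 30000 bases at which RPKM times length times the mapped reads of Table 1 was a whole number in every library, within 0.001. Where all read numbers of a gene share a divisor, this length and its reads are too small by that factor. Recovered reads give the depth, from 14238640 in lateral replicate 1 to 37767724 in lateral replicate 2. Because reads that map to several places are included, gene models with near-identical copies are uncertain.

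The steps were tested on simulated data. Reads were drawn from the real libraries' means and depths with a dispersion of 0.03, and 200 genes were changed 4-fold. The changed genes were drawn only from those above a lower limit of reads. The shares of them recovered therefore do not cover genes with few reads or smaller changes. limma called 99.5% of the changed genes and 21 unchanged ones among 36899 tested, which was 9.55% of its calls. Baggerly's test on simulated RPKM called 71.5% of the changed genes and 5 unchanged ones among 55261. The same test on the simulated reads called 99.0% of the changed genes, but 258 unchanged ones, 56.6% of its calls. The share of calls that are unchanged genes depends on the number of genes changed, so it is not an error rate of the real lists. Read recovery, tested on 2000 genes, gave the exact reads for 98.8% of them and the reads divided by a whole number for the rest.

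Alternatives set before the data were examined were other pseudocounts (0.1 and 1), filters and scalings, eBayes without a trend and robust, array weights, the replicate number as a block, each library left out in turn, other limits, and Baggerly's test. The lane as a covariate, scaling to a total of 1000000, voom on the recovered reads, and Baggerly's test with adjustment over all gene models or on recovered reads were chosen after seeing the data.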

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

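The tests of the sequencing lane and of gene length, and the comparison with other divisions of the libraries, were chosen only after the result was seen.

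Among the gene models called by limma, 798 higher and 137 lower in lateral fruit seeds are not in S2 Dataset, and apart from *MdETR102* the paper does not discuss them. They are more weakly expressed than the genes of S2 Dataset, with a median over the 6 libraries of 4.30 RPKM against 24.7 RPKM. The median of all gene models tested was 6.10 RPKM, so it is the genes of S2 Dataset that stand further from it. A candidate explanation for their absence from the paper's list is the unit of its test. Baggerly's test sets a lower limit on the variance of a gene from the total of the library, and RPKM values scaled to 1000000 stand for far fewer counts than the reads sequenced. With such values 79.8% of these genes were at that limit in both types of seed, against 36.7% of the genes of S2 Dataset. When the test was given the recovered reads, it called 916 of the 935 genes (98.0%). This explanation predicts such calls, but the count cannot decide on it. The genes had already been called on the same libraries. On reads, moreover, the test weights libraries by depth. Its variance can then drop to the lower limit despite a wide spread, where the deepest library is the lowest. How many of the 916 were called for that reason was not computed. In simulated data, however, 56.6% of the calls of the test on reads were unchanged genes, so this bears on why the list is shorter and not on whether each gene changed. In simulated data limma too called unchanged genes, 9.55% of its calls.

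The sequencing lane was tested through lateral replicate 3, the lateral library in the lane of the central ones. Of the 968 gene models called without it, 899 (92.9%) lay at least 1.5-fold beyond the central mean in that library in the called direction, and so did 456 of the 513 (88.9%) that are not in S2 Dataset. A lane effect would have left most of them near the central mean there. The same central libraries also entered the selection of these genes, however, and the share that this alone would give was not computed. The median length of the genes outside S2 Dataset was 0.880 times that of all gene models tested, so length does not set them apart by the 1.5 times that was looked for.

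Of the 10 ways of dividing the 6 libraries into groups of 3, only the real one gave any call after adjustment, while the other 9 gave none. In those 9, limma passed between 442 and 749 gene models changed at least 1.5-fold at an unadjusted p of at most 0.05, against 2807 in the real one. The other 9 mix both types of seed within each group, which widens the spread there, so their counts are not those of noise alone. Like the real division, 3 of the other 9 part all same-numbered pairs of libraries, whereas 6 part 1 pair and keep the others together. Of the 4 divisions that part all pairs, the real one included, 1 gave as many higher genes and 1 as many lower genes. The same holds for the genes that the paper names and for those of S2 Dataset. S2 Dataset, which includes many of the named genes, was selected on these same libraries, so little else could come out for them. As the deviations of same-numbered libraries were hardly correlated, all 10 divisions can also be counted, of which again 1 gave as many. These shares are the smallest that 4 and 10 divisions allow, 0.25 and 0.1, so the count of divisions can neither show nor exclude chance at the 0.05 level. Reads shared between near-identical gene models were not tested. A difference between central and lateral fruit seeds, which includes their age as the paper says, remains a hypothesis for these genes.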

How the results depend on the processing

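With other pseudocounts, scalings of the libraries, robust eBayes, eBayes without a trend, array weights and limma's voom on the recovered reads, the numbers of genes called by limma stayed within 1.5 times the 1262 higher and 171 lower. The median of all log2 fold changes moved by less than 0.1 under each scaling.

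The number of higher genes was 800 with a mean of at least 5 RPKM over the 6 libraries, and without adjustment of p it was 2186. The number of lower genes was 112 without a filter on low values, 312 without a limit on the fold change, 621 without adjustment of p and 51 at a fold change of at least 2. Baggerly's test on the deposited values called 493 higher and 35 lower genes. The added settings gave 470 and 37 (Baggerly's test on values scaled to 1000000 with adjustment over all gene models), 2242 and 553 (Baggerly's test on recovered reads), and 392 and 39 (the lane as a covariate). With the lane in the model the effect of fruit type equals the difference between lateral replicate 3 and the central libraries, and 307 genes of S2 Dataset passed instead of 498; 421 of its 431 calls were among those without the covariate. Apart from that, the cause of these changes was not tested. Across the 6 fits that each left out 1 library, from 875 to 1151 genes were higher and from 93 to 141 lower, and from 453 to 493 genes of S2 Dataset passed.

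Same-numbered replicates are pools of different fruits, and the mean correlation of their deviations from the group means was -0.081, against 0.041 for libraries of different number. With the replicate number as a block, 1035 genes were higher and 96 lower, of which 1086 were also called without it.

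The number of genes changed 1.5-fold at an unadjusted p of at most 0.05, 2807 in limma, was 1151 with a mean of at least 5 RPKM and 1195 in Baggerly's test, and with the added settings 1200 (Baggerly's test on scaled values) and 4469 (the same test on recovered reads). The number of genes changed 1.5-fold without a test was 3767 with 0.5 RPKM added to both means and 5524 with a mean of at least 0.5 RPKM in 1 type of seed; these choices remove genes with few reads, which depth limits most in lateral replicate 1. It ran from 17128 to 18544 when each library was left out. The numbers of expressed genes stayed within 1.5 times under all settings tried, from 31274 to 44533 in central and from 31793 to 45321 in lateral fruit seeds.

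Among the genes named, *MdAHS* (MDP0000154046) reversed without lateral replicate 2. Its log2 fold change ran from -0.25 to 0.011 across the 6 fits that each left out 1 library, and was highest there. The adjusted p of that fit was 0.98 (limma with Benjamini-Hochberg adjustment), and it was 0.27 or more over all alternatives. Lateral replicate 2 had the lowest *MdAHS* value of the 6 libraries, 5.35 RPKM, so leaving it out raised the lateral mean. Why that library was lower was not tested. A further 12 values for named genes lost their call under a setting: 7 of them for *MdETR102*, 3 for MDP0000759666, and 1 each for MDP0000231674 and *MdACO1*. No other change of a call or a direction occurred in the 359 values computed for the named genes and for PC1 under alternatives.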

Differences from the paper's values

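At an unadjusted p of at most 0.05 and a 1.5-fold change, limma passed 2807 genes, against the paper's 1200. Of the alternatives set before the data were examined, Baggerly's test gave 1195 and limma on genes with a mean of at least 5 RPKM gave 1151; the others stayed more than 1.5 times away. With adjusted p, limma called 1433 genes, against the paper's 507, and Baggerly's test, with 528, was the only alternative set before the data were examined within 1.5 times. For genes higher in lateral fruit seeds the values were 1262 and the paper's 470, and Baggerly's test alone came within that range, with 493. For genes lower in lateral fruit seeds they were 171 and the paper's 37, and Baggerly's test with 35 and a fold change of at least 2 with 51 came within it. The paper's methods name Baggerley's test.

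Some settings were chosen after seeing the values. Baggerly's test on values scaled to a total of 1000000 per library, with Benjamini-Hochberg adjustment over all 63517 gene models, those at 0 in every library included, gave 1200, 507, 470 and 37, and its 507 genes were those of S2 Dataset. The same scaling gave 35780 and 36224 expressed genes and 17459 genes changed 1.5-fold without a test, which are the paper's numbers. limma with the lane as a covariate, also chosen after seeing the values, gave 431 genes, 392 higher and 39 lower.

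The 9 genes of S2 Dataset that did not pass limma's limits were all called by that form of Baggerly's test. Baggerly's test on the deposited values called 6 of them, and on recovered reads, chosen after seeing the values, 7. limma called 6 with array weights, 6 without central replicate 1, 8 without central replicate 2 and, with voom on recovered reads (chosen after seeing the values), 7. It called 2 with quantile normalization, without lateral replicate 2 and with scaling to 1000000, and 1 with pseudocount 1, with a mean of at least 5 RPKM, with median-ratio or upper-quartile scaling, without central replicate 3 and without lateral replicate 3. It called none of them with pseudocount 0.1, without a filter on low values, or with the replicate number as a block. Nor did it call any with eBayes without a trend or robust, or without lateral replicate 1. Changed limits on fold change or p were left out of this count. Of the 9 genes, 3 failed only the limit on fold change, so limma without that limit calls them.

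In Fig. 2, read by eye, the qRT-PCR expression in lateral fruit seeds is about 3 times that in central fruit seeds for *MdACO1* and about 0.17 times for *MdAHS*. The ratios of mean RPKM were 15.8 and 0.928. None of the alternatives set before the data were examined, nor scaling to 1000000, closed these gaps. The paper describes *MdAHS* as strongly reduced in lateral fruits at 20 DAPF and regards its qRT-PCR as support for its RNAseq. In the RNAseq values *MdACO1* differed between the types of seed by more than the limits, and no setting called *MdAHS*.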

Other observations

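Of the tests below, those of a mean of at least 50 RPKM over the 6 libraries and of selection of genes on the same library were chosen before their result was seen, and all others after.

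More genes were higher than lower in lateral fruit seeds, 88.1% of those called. The share stayed at 85.0% or more under quantile, median-ratio and upper-quartile scaling and under scaling to 1000000, so the scaling between libraries does not account for it. It was 87.1% with a mean of at least 5 RPKM over the 6 libraries and 88.8% (142 higher and 18 lower) among the 3719 gene models with a mean of at least 50 RPKM over the 6 libraries, but 73 of those 142 were below 50 RPKM in central fruit seeds and reached this mean through their rise. Among the 3666 gene models with a mean of at least 50 RPKM in central fruit seeds, which have room to fall, 67 of the called genes were higher and 20 lower (77.0% higher). A limit on the central mean favours genes that fell, and higher genes were in excess under it too, so low levels in central fruit seeds do not account for all of the excess. What part they play, if any, cannot be read from these shares, since the change itself enters each limit. Whether reads shared between gene copies contribute was not tested.

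Lateral replicate 1 had the highest of the lateral values in 68.1% of the genes higher in lateral fruit seeds, where 33.3% would be an even share. Relative to the central mean, the median log2 rise of these genes was 1.58 in lateral replicate 1, 1.24 in replicate 2 and 1.37 in replicate 3. Lateral replicate 1 is the shallowest lateral library. Among the central libraries the shallowest, replicate 1, was the highest in 16.6% and the lowest in 61.6% of these genes, so in each type of seed the shallowest library lay farthest from the other type, as on PC1. Central replicate 1 is hardly shallower than central replicate 3, so this does not settle the part of depth. When the recovered reads of every library were thinned at random to the number of lateral replicate 1, that library was still the highest lateral one in 66.9% of these genes and central replicate 1 the lowest central one in 53.0%, so the sampling of fewer reads does not account for the pattern. In 1262 genes without a difference, matched on mean level, lateral replicate 1 was the highest in 40.6%, so a shift of the whole library does not reach the pattern. Lateral replicate 2, from the same lane, was the lowest in 63.4%, which speaks against the lane. Among the 915 genes called higher without lateral replicate 1, it was still the highest in 66.3%, so the pattern is not made by choosing genes on that library.

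A response of different strength across the pools of lateral seeds would be expected to show in the genes that fell as well. Lateral replicate 1 was the lowest in 36.8% of them, close to an even share, so a response graded in both directions is not borne out. RNA from other cells in varying amount is a candidate explanation: a small admixture would raise genes that are low in seeds and hardly dilute the others. The median log2 difference between lateral replicates 1 and 2 was 0.35 for the genes that rose and 0.00 for those that fell. A stronger induction of the risen genes alone would leave the same values, so the pattern cannot be told apart from such an admixture.

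The paper's text reports *MdETR2* and *MdETR102* from its qRT-PCR time-course. Of the pair, *MdETR2* is also among the down-regulated genes of S2 Dataset, while *MdETR102* is not in it. In the RNAseq libraries at 20 DAPF, *MdETR2* (MDP0000219737) had 24.5 ± 1.56 RPKM in central and 10.1 ± 2.22 RPKM in lateral fruit seeds (SD, n = 3 each), with a log2 fold change of -1.26 (standard error 0.15, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment). *MdETR102* (MDP0000920189) had 29.9 ± 3.08 and 18.8 ± 1.95 RPKM (SD, n = 3 each), with a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.013 from the same test). All 3 lateral values lay below all central values for both genes, and lateral replicate 3, from the lane of the central libraries, differed from the central mean by -0.95 for *MdETR2* and by -0.50 for *MdETR102* on the log2(RPKM + 0.5) scale. The call of *MdETR102* was lost under 7 of its alternatives, whose adjusted p ran from 1.3e-07 to 0.28.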
